A study of Homo sapiens with 4 samples. Its data were reported in "Sequence- and structure-selective mRNA m5C methylation by NSUN6 in animals" (2020).

How the data were processed

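Poly(A)+ RNA from HEK293T cells, a human embryonic kidney line that carries the SV40 large T antigen, was sequenced in 4 libraries. Per the labels, 2 libraries came from wild-type cells and 2 from cells in which NSUN6 had been knocked out, and the libraries of each genotype carry the replicate numbers 1 and 2. The study's methods describe CRISPR/Cas9 mutagenesis, and its supplement states that a single knockout clone was used apart from a pair of assays that characterised further clones. The labels of these libraries name no clone. The other knockout clones were not analysed here. NSUN6 is a methyltransferase that makes 5-methylcytosine (m5C) in RNA.

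The authors deposited whole-number read counts per gene, without normalization. According to the methods, the authors trimmed adapters with Cutadapt, aligned the strand-specific paired reads to the human genome build GRCh37 with TopHat2 and counted reads per Ensembl gene with HTSeq-count. Versions of those programs were not stated. Each library has a file of its own, with 63677 gene identifiers followed by tallies of the reads given to no gene, which were kept apart from the gene counts. The tally of reads with several alignments was empty in all files. How such reads were handled was not stated, so counts of genes with near-identical copies are uncertain. Counts were taken with strand information, which separates antisense genes, and reads that overlapped several genes went to the ambiguous tally.

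Between 22035083 and 24857519 reads per library were counted in genes. The floor used for detection was 3 counts, which corresponds to 0.121 to 0.136 CPM (counts scaled to library size). Confidence intervals for shares of reads are 95% Wilson intervals. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Before averaging, the replicates of each genotype were compared with a chi-square statistic over genes with at least 20 summed counts, which tests whether a pair of files differs only by sampling noise.

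Differential expression was tested on the deposited counts with the Wald test of DESeq2 1.42.0 in R 4.3.3, the tool named in the study's methods, with genotype as the only term. Genes with a summed count of at least 10 over the 4 libraries were tested. Size factors and independent filtering at 0.05 were the defaults, log2 fold changes are unshrunken and written as knockout over wild-type, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called when its adjusted p-value was under 0.05. Means are normalised read counts with the SD of the 2 libraries of a genotype. With 2 libraries against 2, an exact permutation test of a single value cannot give a two-sided p-value below 0.333, so such a test was not used.

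Gene names and coordinates come from the GENCODE annotation of GRCh37, which is newer than the annotation used for counting. A symbol was found for 55665 of the 63677 identifiers and for 17658 of the 18245 genes tested. The genes named in the text were fixed by rule before the data were examined. They are the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean normalised count of at least 100 and both knockout libraries on the same side of both wild-type libraries, plus the genes of 2 lists, m5C enzymes and binding proteins, and genes whose NSUN6 sites the study took into reporter or mutagenesis assays. In addition, 6 gene sets were fixed at that time and tested with cameraPR of limma 3.58.1 on the Wald statistics, two-sided, with an inter-gene correlation of 0.01 and adjustment over the 6 sets. Symbols of a few set members matched no identifier, so 42 of 43 S phase genes, 53 of 54 G2/M genes and 35 of 38 genes of the ATF4 set were tested.

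Chromosome medians were added after the data had been seen. They used 11154 protein-coding genes with a mean normalised count of at least 50, and windows of up to 40 neighbouring genes. The spread of chromosome medians was set against 10000 rotations of the gene order along the genome, and the median of the substrate list against 10000 random lists matched on mean count, a comparison also added after the data had been seen.

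Because both genotypes carry the same replicate numbers, a fit with the replicate number as a block was run beside the fit without it. The pairing comes from the numbers in the labels alone, and no label says that libraries with the same number were prepared together. The other alternatives fixed in advance were the quasi-likelihood test of edgeR 4.0.16 with TMM normalization, TMM factors in DESeq2, size factors without mitochondrially encoded genes, no filter on low counts, a mean count of at least 10, no independent filtering, counts thinned to the smallest library, a test against a 2-fold change, an inter-gene correlation of 0.05, ranks in place of statistics, a pseudocount of 0.1 in place of 1 CPM, and leaving out each library in turn. After the data had been seen, fits centred on each chromosome's median and fits corrected per library for GC content and transcript length were added. GC content and length were known for 17658 of the 18245 tested genes, or 96.8%.

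The code was tested on simulated counts drawn for 17691 genes with 200 changed genes. DESeq2 recovered 95% of the changed genes with 3.06% false calls, and edgeR recovered 98% with 3.92%. All simulated changes were at least 2-fold and lay in genes with a mean count of at least 100. No difference by GC content was simulated. The genes called in the real libraries had a median absolute log2 fold change of 0.58, so these rates test the code and do not carry over to those calls. Figures were drawn with matplotlib 3.10.9.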

Results

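To describe the transcriptome of cells that lack NSUN6, poly(A)+ RNA of wild-type and NSUN6 knockout HEK293T cells was compared, with 2 libraries per genotype. The wild-type libraries held 22698897 and 24857519 reads in genes, and the knockout libraries held 22035083 and 22930076. At least 1 read was counted for 21796 and 21841 genes in the wild-type libraries and for 22133 and 22294 genes in the knockout libraries. The knockout cells were a single clone according to the supplement of the study, so each difference given here is between that clone and wild-type cells.

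The libraries of a genotype resembled each other more than those of different genotypes. Across genes, which are not independent replicates, Pearson's r of log2 CPM (read counts scaled to library size) was 0.997 between the wild-type libraries and 0.998 between the knockout libraries. Between genotypes it ranged from 0.982 to 0.986, and a pseudocount of 0.1 in place of 1 moved the largest of these to 0.978. The leading principal component held 86.5% of the variance and separated the genotypes. The chi-square statistic per gene was 9.66 between the wild-type libraries over 15103 genes and 2.61 between the knockout libraries over 15000 genes. Both are above sampling noise, so all 4 libraries were kept as separate replicates. The wild-type libraries also differed from each other by GC content. Across genes, Spearman's rho between GC content and the log2 difference was 0.608 for the first against the second wild-type library, -0.208 for the knockout libraries and -0.368 for knockout against wild-type.

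The targeted gene was examined first. NSUN6 (ENSG00000241058) is a protein-coding gene on the minus strand of chromosome 10, from 18834490 to 18948214 in GRCh37. Its read counts were 274 and 292 in the wild-type libraries and 124 and 160 in the knockout libraries. The normalised read count was 275 ± 1.15 (SD, n = 2) in wild-type and 144 ± 21.2 (SD, n = 2) in knockout cells, or 52.4% of the wild-type mean. The log2 fold change was -0.93 with a standard error of 0.21 (DESeq2, adjusted p = 4.48e-05). With the replicate number as a block, the log2 fold change was -0.94 (DESeq2, adjusted p = 0.00221). Deviations of same-numbered libraries from their group means had a correlation of -0.047 across 11044 genes with a mean count of at least 100. The alternative that moved the fold change most left out the second knockout library and gave -1.08.

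DESeq2 tested 18245 genes and called 6060 of them, or 33.2%, with 3008 higher and 3052 lower in knockout cells. The median absolute log2 fold change of the called genes was 0.58. Of the called genes, 1128 changed at least 2-fold, with 530 higher and 598 lower, and a test against a 2-fold change called 125. Knockout and wild-type libraries did not overlap for any of the 6060 called genes. Among all genes tested this held for 70.8%, where chance gives 33.3%. Mixing the genotypes in both other splits of the 4 libraries gave 0 called genes each, with 5 and 4 genes at an unadjusted p-value under 0.05. Each mixed group contains the difference between genotypes in its own spread, so such low counts follow from the design and are no measure of false calls. The quasi-likelihood test of edgeR moved the number of called genes most, to 7984, which included all 6060. With the replicate block, DESeq2 called 4583 genes, of which 4574 were also called without it. The correlation of same-numbered libraries was -0.047. A correction for GC content and transcript length, chosen after the data had been seen, called 6020 genes and shared 4807 with the fit without it.

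The largest changes exceeded the spread between replicates by far. PLIN2 (ENSG00000147872, chromosome 9, 19108373 to 19149288) had a normalised read count of 528 ± 23.5 (SD, n = 2) in wild-type and 16.2 ± 5.23 (SD, n = 2) in knockout cells, with a log2 fold change of -5.02, a standard error of 0.31 and an adjusted p-value of 1.14e-57 in DESeq2. The log2 fold changes of the next genes were -4.88 for MAGEB2 on chromosome X, -4.77 for OXCT1 on chromosome 5, -4.62 for LCP1 on chromosome 13 and -4.08 for MAP7D2 on chromosome X. In the other direction, PHEX-AS1 (ENSG00000224204, chromosome X, 22180850 to 22191100), a long noncoding RNA, rose from 26.9 ± 8.88 (SD, n = 2) to 461 ± 26.5 (SD, n = 2) normalised read counts, with a log2 fold change of 4.11, a standard error of 0.26 and an adjusted p-value of 2.07e-51. The log2 fold change was 3.91 for MSH4 on chromosome 1, 3.82 for ZSCAN18 on chromosome 19, 3.67 for SLC26A7 on chromosome 8 and 3.31 for ASB11 on chromosome X. All 10 genes kept their direction and their call under each alternative fit that tested for any change. MAGEB2 belongs to a family of similar genes and ZSCAN18 to the zinc finger genes, so their counts are less certain than those of the other genes.

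Whether loss of NSUN6 goes with a change in other m5C enzymes and binding proteins was examined in a list of 10 genes. NSUN7 had 0 counts in all 4 libraries, which leaves 9 genes tested. Both NSUN6 and TRDMT1 were called, and adjusting over the list alone also gave 2 calls. TRDMT1 (ENSG00000107614, chromosome 10, 17179335 to 17244053) had 263 ± 26.2 (SD, n = 2) normalised read counts in wild-type and 410 ± 55.7 (SD, n = 2) in knockout cells. Its log2 fold change was 0.64 with a standard error of 0.18 (DESeq2, adjusted p = 0.00127). The window of neighbouring genes that holds both TRDMT1 and NSUN6 had a median of 0.24, so part of the TRDMT1 rise may be shared with its neighbours. The call remained with the replicate block (DESeq2, adjusted p = 0.0113), where the correlation of same-numbered libraries was -0.047. It was lost after the correction for GC content and length, with a log2 fold change of 0.36 (DESeq2, adjusted p = 0.0655). NSUN2, the other enzyme known to methylate mRNA, had 4541 ± 212 (SD, n = 2) and 3983 ± 8.48 (SD, n = 2) normalised read counts, and its log2 fold change of -0.19 was not called (DESeq2, adjusted p = 0.0749), although 5 alternatives called it, among them edgeR with TMM (adjusted p = 0.0303). NSUN3, NSUN4, NSUN5, NOP2, ALYREF and YBX1 had log2 fold changes from -0.20 to 0.15 and were not called. Both edgeR and DESeq2 with TMM factors also called NOP2 and each gave 4 calls in the list. Centring each chromosome on its median gave 5, with NSUN2, NSUN5 (DESeq2, adjusted p = 0.0395) and NOP2 (DESeq2, adjusted p = 0.0278) added, while NSUN3 and NSUN4 changed sign after the correction for GC content and length.

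RNA levels were then compared for 6 genes whose NSUN6 sites the study took into reporter or mutagenesis assays. All 6 were lower in knockout cells, and 5 were called, both over all genes and over the list alone. FURIN (ENSG00000140564, chromosome 15, 91411818 to 91426794) fell from 1484 ± 74.8 (SD, n = 2) to 1085 ± 31 (SD, n = 2) normalised read counts, a log2 fold change of -0.45 with a standard error of 0.11 (DESeq2, adjusted p = 1.78e-04). PLTP (ENSG00000100979, chromosome 20, 44527260 to 44540794) fell from 691 ± 60.1 (SD, n = 2) to 396 ± 27.4 (SD, n = 2), a log2 fold change of -0.80 with a standard error of 0.14 (DESeq2, adjusted p = 3.39e-07). NAAA (ENSG00000138744, chromosome 4, 76834813 to 76862166) fell from 145 ± 3.17 (SD, n = 2) to 43.3 ± 0.688 (SD, n = 2), a log2 fold change of -1.75 with a standard error of 0.30 (DESeq2, adjusted p = 7.71e-08). BBS4 (ENSG00000140463) and RAB15 (ENSG00000139998) had log2 fold changes of -0.32 and -0.43, with adjusted p-values of 0.0332 and 0.0144 in DESeq2. SULT2A1 (ENSG00000105398) was counted 8 and 6 times in the wild-type libraries and 1 time in each knockout library. The knockout counts are under the floor of 3 counts. The mean wild-type count was 2.33 times that floor, a ratio that leaves out counting error in the wild-type libraries. The log2 fold change of SULT2A1 was -2.75 with a standard error of 1.56 (DESeq2, unadjusted p = 0.0789), so that fit settles neither a fall nor its size. SULT2A1 received no adjusted p-value in DESeq2, while edgeR called it (adjusted p = 0.0260). With the replicate block, 3 genes were called, and BBS4 and RAB15 lost their calls (DESeq2, adjusted p = 0.121 and 0.0656). The correlation of same-numbered libraries was -0.047. RAB15 also lost its call after the correction for GC content and length (DESeq2, adjusted p = 0.133).

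**Figure D1:**
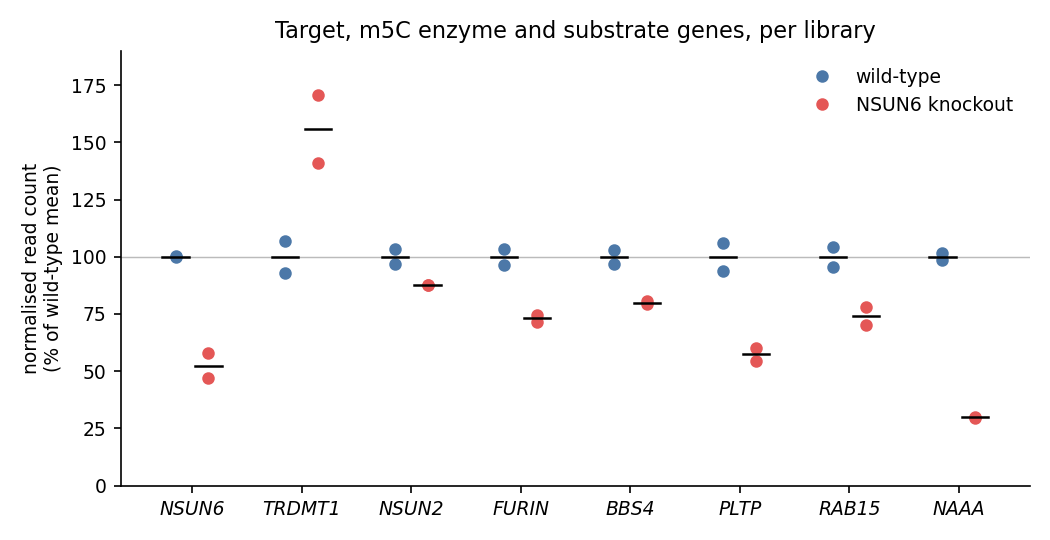
Points are the normalised read counts of single libraries as a percentage of the wild-type mean of the gene, in blue for the 2 wild-type and in red for the 2 knockout libraries, and black lines are group means. NSUN6 lies at 52.4% in knockout cells, TRDMT1 at 156%, NSUN2 at 87.7%, and FURIN, BBS4, PLTP, RAB15 and NAAA below both wild-type libraries, with NAAA lowest of these at 29.8%.

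Cell proliferation, translation and the location of methylated transcripts near mitochondria were subjects of the study. For these subjects, 6 gene sets were tested. In each set, the median log2 fold change was taken relative to that of all genes tested. The G2/M phase set was higher by 0.38, with 47 of 53 genes higher (limma cameraPR, adjusted p = 6.4e-13). The set of nuclear genes for oxidative phosphorylation had a relative median of -0.21, with 60 of 75 genes lower (limma cameraPR, adjusted p = 7.38e-06). Such p-values rest on the spread across genes with an assumed inter-gene correlation of 0.01, and genes are not independent replicates. With a correlation of 0.05, the adjusted p-values were 8.02e-06 for the G2/M set and 0.0123 for the oxidative phosphorylation set (limma cameraPR). For these sets the replicate block gave relative medians of 0.38 and -0.21 (limma cameraPR, adjusted p = 4.65e-14 and 3.21e-06), beside a correlation of same-numbered libraries of -0.047. The S phase set had a relative median of 0.11 and was not called (limma cameraPR, adjusted p = 0.317). Relative medians were -0.13 for mitochondrially encoded mRNAs, -0.03 for cytosolic ribosomal protein genes and -0.04 for targets of the stress regulator ATF4, each with an adjusted p-value of 0.874 in limma cameraPR. The replicate block also called 2 of the 6 sets. Leaving out the second wild-type library moved the G2/M median most, to 0.45.

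**Figure D2:**
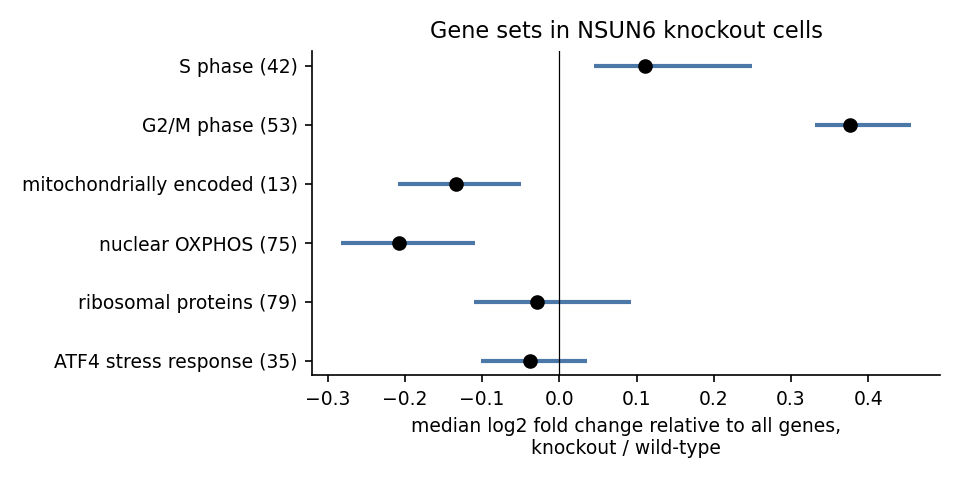
Black points are the median log2 fold changes of 6 gene sets relative to all genes tested, with the number of genes tested in parentheses, and blue lines span the 4 pairings of a knockout with a wild-type library. The G2/M line lies above 0, from 0.33 to 0.46, and the oxidative phosphorylation line below it, from -0.28 to -0.11.

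Fold changes also differed by chromosome, a comparison chosen after the data had been seen. Over 11154 protein-coding genes, the median log2 fold change was -0.57 on chromosome 16, -0.54 on chromosome X, -0.43 on chromosome 11, -0.33 on chromosome 22 and -0.26 on chromosome 13. It was 0.36 on chromosome 4 and 0.21 on chromosome 19. For chromosome 16 the pairings of a knockout with a wild-type library gave -0.59 to -0.54, and 90.9% of its 497 genes lay below the median of all these genes. The pairings were wider on chromosome 13, from -0.38 to -0.18, and on chromosome 4, from 0.29 to 0.44. Splits that mixed the genotypes gave chromosome medians of at most 0.09 in size, but they average the differences within both genotypes. After the correction for GC content and length, the medians were -0.51 on chromosome 16, 0.21 on chromosome 4 and -0.42 on chromosome 13. Centring each chromosome on its median left 5216 called genes, of which 4382 were among the 6060. Among the genes named above, MAGEB2, MAP7D2, PHEX-AS1 and ASB11 lie on chromosome X, LCP1 on chromosome 13, NAAA and the undetected NSUN7 on chromosome 4, and ZSCAN18 and SULT2A1 on chromosome 19. NAAA and SULT2A1 were lower in knockout cells although the medians of their chromosomes were higher. The window of neighbouring genes that holds NAAA had a median of 0.43, but the window that holds SULT2A1 had -0.06. For SULT2A1 the contrast therefore did not extend to its neighbours.

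**Figure D3:**
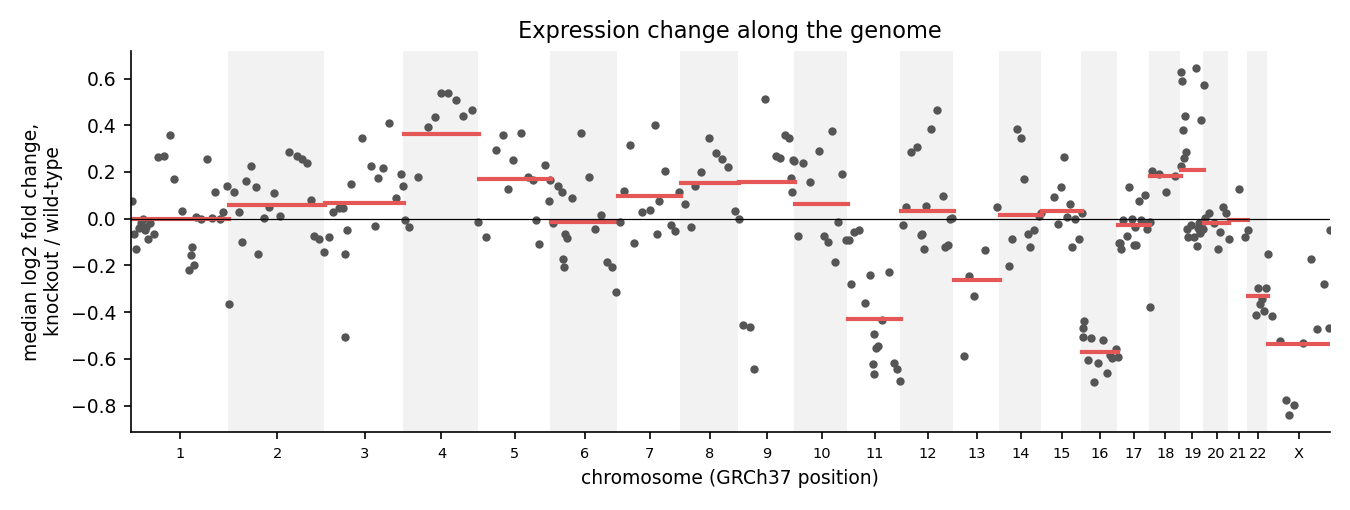
Grey points are median log2 fold changes of knockout over wild-type in windows of up to 40 neighbouring protein-coding genes along GRCh37, and red lines are chromosome medians. The windows of chromosome 16 all lie below 0, from -0.70 to -0.44, and chromosome 9 changes from -0.64 to 0.51 between neighbouring windows.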

Values the study reported

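In HEK293T cells, the study reported that 140 of the 281 m5C sites found in wild-type RNA, 49.8%, had lost their methylation in NSUN6 knockout cells. A UCCA motif lay next to 123 of those 140 sites.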

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

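The test of this pattern was chosen after the pattern was seen, and the interval of its ratio and the rule that weighs it were set after its counts were seen. The share of reads that overlapped no annotated gene lies outside the gene counts used in the report, and it was higher in both knockout libraries than in both wild-type libraries. It was 9.01% (95% Wilson interval 9.001 to 9.024) and 9.27% (9.26 to 9.29) in the knockout libraries, against 8.23% (8.22 to 8.24) and 7.32% (7.31 to 7.33) in the wild-type libraries. The group values were 9.14% ± 0.185 (SD, n = 2) and 7.77% ± 0.645 (SD, n = 2), a ratio of pooled shares of 1.18. With 2 libraries against 2, the smallest exact p-value is 0.333, so the difference was not tested.

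Genomic DNA in the libraries is a candidate explanation, and olfactory receptor genes, which are rarely expressed in such cells, were used to examine it. Their summed counts were 17 and 30 in the wild-type and 35 and 48 in the knockout libraries, a ratio of 1.87 relative to all reads in genes, with an exact 95% interval of 1.29 to 2.73. The interval covers counting error only, and the wild-type libraries themselves differed. Equal factors for these genes and for the share of reads in no gene were the predicted outcome, and 1.18 lies outside the interval. That prediction holds only if all reads in no gene came from DNA. Where RNA makes up part of them, genomic DNA as the cause of the rise would lift near-silent genes by a larger factor, so the pattern cannot be told apart from genomic DNA. The methods give the same mapping and annotation for all 4 libraries, and a share does not scale with depth. More intronic or unannotated RNA in knockout cells was not tested, as positions of these reads were not analysed here.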

How the results depend on the processing

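Fits centred on chromosome medians and fits corrected for GC content and transcript length were chosen after seeing the data. The other alternatives were fixed before the data were examined.

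The fold change of NSUN6 kept its direction in every alternative, from -1.08 to -0.78, and its call in the 12 alternative fits that tested for any change, with adjusted p-values from 6.47e-07 to 0.00221. The test against a 2-fold change was used for counts of genes and not for single genes. The number of called genes ranged from 4464 with the replicate block on thinned counts to 7984 with edgeR, and the share of higher genes among them from 44.9% to 51.2%. The 10 genes with the largest changes kept direction and call in the same 12 fits.

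The number of called genes with at least a 2-fold change, 1128, was 125 when tested against a 2-fold change, which is a stricter question, and 714 with the replicate block and the GC and length correction. The block alone gave 862, the correction alone 975 and edgeR 1687. In the m5C enzyme list, calls rose from 2 to 4 with edgeR, 4 with TMM factors and 5 with chromosome centring, over all genes and over the list alone. TMM factors moved NSUN2 only from -0.19 to -0.20 and NOP2 from -0.20 to -0.21, so both lay near the threshold. Centring moved NSUN2 to -0.36 by taking off the chromosome 5 median of 0.17, although the window that holds NSUN2 had -0.08. After the GC and length correction, NSUN5 and NOP2 were at -0.02 and -0.03 (DESeq2, adjusted p = 0.887 and 0.745). In the substrate list, calls dropped from 5 to 3 with the replicate block, 3 with the block on thinned counts and 3 with the block and the GC and length correction. With edgeR all 6 were called, including SULT2A1 (adjusted p = 0.0260), whose adjusted p-value was 0.181 without independent filtering. Adjusted over the list alone, edgeR again gave 6 calls, the block with the correction gave 3 and the block alone gave 4. The block leaves 1 residual degree of freedom, and same-numbered libraries did not deviate together, with a correlation of -0.047. Adjusted p-values ranged from 0.00665 to 0.145 for BBS4, from 0.00269 to 0.278 for RAB15 and from 5.35e-04 to 0.168 for TRDMT1.

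NSUN3 changed sign to -0.14 after the GC and length correction and to -0.14 with the block added. NSUN4 changed sign to 0.0034 and 0.0015 in the same fits, and ranged from -0.14 to 0.052 when each library was left out. Neither gene was called in any fit. Counted over all alternatives with a p-value, single genes lost their call in 9 cases, all of them TRDMT1, BBS4 or RAB15, and gained one in 10 cases, which were NSUN2, NSUN5, NOP2 and SULT2A1. A lost or gained call does not mean a smaller or larger fold change. Chromosome medians moved by more than the spread between library pairs in 18 cases. None of the chromosome medians named in the report changed sign.

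Each alternative with a p-value called 2 of 6 gene sets, while fits that left out a library gave medians without a test. The G2/M median stayed from 0.32 to 0.45, with adjusted p-values from 9.39e-19 to 8.02e-06, and the oxidative phosphorylation median from -0.26 to -0.17, with adjusted p-values from 1.17e-08 to 0.0123. The ribosomal protein median, which was not called, changed sign to 0.024 after the GC and length correction and 0.024 with the block added. With each library left out, medians ranged from -0.0898 to 0.0295 for ribosomal protein genes, from -0.096 to 0.011 for ATF4 targets, from 0.041 to 0.22 for S phase and from 0.34 to 0.45 for G2/M. The cause was not tested.

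Correlation between replicates, 0.997 at its lowest, was 0.992 with a pseudocount of 0.1 and 0.996 for genes with a mean count of at least 10. Between genotypes the highest value, 0.986, became 0.978 and 0.979. Depth limits SULT2A1, whose knockout counts are at 1 in each library, so the size of its change is uncertain. The fit with a mean count of at least 10 gave it no value, since it was removed by that filter.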

Other observations

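All patterns in this part were noticed in the data and then tested on the same data. The comparison of zinc finger genes with the rest of chromosome 19 and the GC-corrected test of the substrate list were chosen after the values they measure had been seen.

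Chromosome medians shifted in expression between knockout and wild-type libraries, although not every shift covered a whole chromosome. The windows of chromosome 16 lay from -0.70 to -0.44. The leading windows of chromosome 4 had -0.006 and -0.04, and the last window of chromosome 13 had 0.05. On chromosome 19, the windows from 13875336 to 36262068 had medians from -0.08 to -0.03. On chromosome 16 the median log2 fold change was -0.57. After correcting GC content and transcript length it was -0.51, so these do not account for most of it on that chromosome. The corrected medians were -0.40 on chromosome 11, -0.55 on chromosome X and 0.22 on chromosome 19, close to the uncorrected ones. Chromosome 13 moved from -0.26 to -0.42. Chromosome 4 dropped from 0.36 to 0.21 and chromosome 22 moved from -0.33 to -0.24, so GC content and length may account for part of these shifts. Thinning to equal depth gave -0.57 on chromosome 16, but size factors already scale depth, so this check could not have moved a chromosome median and leaves depth untested. A few strongly changed genes cannot move a median, so the measure itself rules them out. The share of chromosome 16 genes below the median of all genes, 90.9%, describes the shift and is no separate test. Mixed splits of the libraries gave chromosome medians of at most 0.092. Such splits average the differences within both genotypes, so they can understate noise between replicates. The pairings of a knockout with a wild-type library ranged from -0.38 to -0.18 on chromosome 13 and from 0.29 to 0.44 on chromosome 4. Rotating the gene order along the genome gave as large a spread of chromosome medians in a share of 1e-04 of rotations, which is the smallest they can give. A candidate explanation is a different chromosome content of the knockout clone. It predicts a shift shared by weakly and strongly expressed genes, and the upper expression group of chromosome 16 differed from the lower by -0.0898. The lower and upper groups had medians of -0.44 and -0.42 on chromosome 11, -0.31 and -0.38 on chromosome 22, and 0.32 and 0.40 on chromosome 4. They were less even on chromosome 13, with -0.35 and -0.24, on chromosome X, with -0.61 and -0.50, and on chromosome 19, with 0.30 and 0.12, so the rise of chromosome 19 was not shared equally by its genes. Having 2 copies in place of 3 would give a log2 value of -0.58, 3 in place of 4 would give -0.42, and 4 in place of 3 would give 0.42. The expression groups were not corrected for GC content and length, which moved the medians of chromosomes 4, 22 and 13 as given above. A median near a copy-number value is therefore no test of copy number. DNA was not analysed here, so copy number remains a hypothesis, and loss of NSUN6 itself cannot be separated from the history of a single clone.

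Several shifts stopped inside a chromosome. On chromosome 9, the windows from 14475 to 39288312 had medians of -0.45, -0.46 and -0.64, and the next window, from 43684902 to 88640377, had 0.51. PLIN2, the gene with the largest fall, lies in the leading window of that chromosome. On chromosome 11, the windows from 10326620 to 36531822 had medians of -0.06 and -0.05, whereas the window from 65405572 to 67080078 had -0.66. Chromosomes 16, X, 11, 22 and 13 held 1980 of the 11154 protein-coding genes and 1202 of the 2721 lower calls among them, or 44.2%. These chromosomes were picked for their low medians, so that share describes the libraries and tests nothing.

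Zinc finger genes of chromosome 19 were higher in knockout cells. The median log2 fold change of 182 such genes was 0.53, with 104 called higher and 1 called lower, against 0.08 for 593 other genes of the chromosome and 0.18 for 231 zinc finger genes elsewhere. TMM factors and chromosome centring move all these genes by nearly the same amount, to medians of 0.52 and 0.32, and so do not test the pattern. The difference from other chromosome 19 genes was 0.45, so a shift of the chromosome as a whole does not account for it. After the correction for GC content and length the median was 0.43. Reads moved among paralogs would leave the summed count of the family unchanged, and the log2 ratio of the sums was 0.58. Regulation of the family in the knockout clone is a hypothesis that these tests leave open, and part of the rise may follow local copy number, which was not measured.

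The 6 studied m5C substrate genes had a median log2 fold change of -0.63, and the median over random matched lists was -0.007. A share of 0.0099 of the random lists had a median as low. After the GC and length correction the list median was -0.55 and that share was 0.0164, so neither a chance draw nor GC content fully accounts for it. The median was -0.63 after chromosome centring. The study also set RNA levels of its reporter genes in knockout cells against control cells. It described a gene with slightly more RNA in wild-type cells that tended to have less protein there. A loss of methylation may lower the transcripts of the 6 genes, but these were chosen by the study for sites seen in wild-type cells. Such a choice can favour genes with high wild-type expression. The remaining methylated genes were not analysed here, so this choice of genes stays as an explanation.

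The study reported slower growth of these knockout cells. In the counts, 47 of 53 G2/M genes were higher and 60 of 75 oxidative phosphorylation genes were lower. The relative medians of both sets kept their direction and call after the GC and length correction, at 0.36 and -0.20, and after chromosome centring, at 0.32 and -0.24. Cell-cycle phase was not measured in these libraries, and no biological explanation was tested.

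NSUN6 RNA remained at 52.4% of its wild-type level. The study described alleles with premature stop codons and checked the mutants by western blot. It also reported that m5C sites next to a UCCA motif lost their methylation in knockout cells. The RNA level is therefore no measure of remaining protein. Counts per gene do not show which exons or alleles the remaining reads came from.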
